A study of Mus musculus and Homo sapiens with 15 samples. Its data were reported in "High-sensitivity in situ capture of endogenous RNA-protein interactions in fixed cells and primary tissues" (2024).

How the data were processed

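RNA sequencing libraries from INSCRIBE were analysed in 5 groups of 3: mouse brain sections fixed with paraformaldehyde and treated with antibody to RBFOX2 and enzyme, with enzyme only or with buffer only, and HEK293XT cells treated with enzyme only, from 1 ng or 100 pg of RNA. RBFOX2-INSCRIBE at low input, methanol-fixed samples and eCLIP peaks were not analysed here. Each brain replicate is a coronal slice, and the slices came from at most 2 mice. From the paper's methods, the brain libraries were taken to be made with a stranded kit and the low-input libraries with a kit that keeps no strand. The sample labels list both kits for every sample.

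The authors trimmed the reads with cutadapt, removed those that map to repeats, and aligned the rest with STAR (2.4.0 for HEK293XT, to hg38, and 2.5.2 for brain, to mm10). The authors called C-to-U sites with SAILOR, which drops known variants. The deposited site lists give the count of edited and of covering reads at each site, the fraction edited and a confidence score between 0 and 1. The authors called edit clusters from the sites with FLARE. The deposited cluster lists give a score, the read depth as a signal, and other values such as the adjusted p of each merged window. The authors intersected the clusters of the replicates with bedtools into confident lists and removed background clusters from them to make cleaned lists. No deposited value is normalised. Every column of the files has its sample, and 0 columns were left unused. Only sites with at least 1 edited read are listed, so a site missing from a list has an unknown fraction.

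Groups, tests, lists, alternatives and the rule for naming genes were fixed before the data were examined, apart from those called chosen after seeing the data. Sites with a score above 0.5 and a fraction below 0.8 were kept, which is the filter of the study's methods. Sites were assigned to genes on their strand with GENCODE annotations of GRCm38 and GRCh38, and sites in more than 1 gene on a strand were left out. The build was checked on the files: every site whose base the genome used here gives is a C on its strand. Sites, clusters, edit fraction, base context, regions and UGCAUG shares per library were compared by exact two-sided permutation of the 3 against 3 libraries, whose smallest p is 0.1 (0.25 within replicate numbers). Lists were compared by Fisher's exact test and given Wilson 95% intervals. For motif counts, each confident cluster was placed 100 times at random within its own exon or intron. For clusters shared between lists, the 100 random placements were not held to the own exon or intron. Overlaps count from 1 nt. A scan of all 6-mers with a mean share of at least 0.2%, chosen after seeing the data, set the shares of the library clusters side by side.

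Edited reads were summed per gene over filtered sites: 178493 to 311942 per brain library over 15440 genes and 48430 to 73265 per HEK293XT library over 13152 genes. They were tested with edgeR (quasi-likelihood test, TMM factors, filterByExpr), brain in 1 fit of the 9 libraries, with Benjamini-Hochberg adjusted p under 0.05 called. Levels of edited reads are given as CPM, the reads of a gene scaled to the library's total of edited reads in genes. Fixed gene lists were tested in brain with camera at a preset correlation of 0.01: study example targets, RBFOX family, splicing regulators, genes with RBFOX-regulated exons, calcium signalling, 14-3-3 proteins, motor proteins, presynaptic genes, postsynaptic and receptor genes, voltage-gated channels, nuclear long non-coding RNAs, known APOBEC1 targets, mitochondrial transcripts, ribosomal proteins, glycolysis, translation factors, chaperones, and markers of neurons (all, excitatory, inhibitory, striatal, thalamic, hippocampal, cerebellar), astrocytes, oligodendrocytes and their precursors, microglia, endothelial cells, choroid plexus and blood. The mean number of covering reads per listed site of a gene served as a stand-in for its level. It is blind near the smallest cover a call needs, and it moves with which sites are listed.

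Genes are named by this rule. For RBFOX2-INSCRIBE against enzyme-only, of the called genes with no overlap between the groups and a mean of at least 20 edited reads over the 6 libraries, the 12 with the largest rise and the 6 with the largest fall are named (no fall qualified), plus Ppp3ca, Klc1, Ywhag, Ppp3r1, the RBFOX genes and 2 to 4 members of each list with the smallest p. For enzyme-only against buffer-only and for HEK293XT, the 6 largest rises and 4 largest falls are named by the same rule. The named clusters are the 5 cleaned confident RBFOX2-INSCRIBE clusters with UGCAUG and the most edited reads, at most 1 per gene. XIST was the only HEK293XT gene to qualify. Some list members that the rule names are not reported here.

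The gene test was tested on simulated counts with 200 changed genes. In brain edgeR recovered 58% of 2-fold and 90% of 4-fold changes, with 5.13% of its calls false, at a dispersion of 0.0155. In HEK293XT edgeR recovered 0% and 1%. Each simulation gave all genes a common dispersion, so these shares need not hold in the real counts. The motif count was tested on simulated data of 2000 clusters: UGCAUG planted in 10% gave an excess of 9.42 percentage points and rank 1 among 6-mers, and none planted gave a permutation p = 0.703.

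Alternatives were DESeq2 size factors, DESeq2's Wald test, no filter on low counts, every listed site, a score above 0.9, a cover of at least 20 reads, covering reads as an offset, only the compared groups in the fit, a replicate block, each replicate left out, stricter clusters (score of at least 0.99, at least 3 edited reads), a reciprocal overlap of 50%, clusters widened by 50 nt, and fry or an estimated correlation in place of camera's preset. Those chosen after seeing the data were the mean covering reads per listed site as an offset, division by the relative depth at sites listed in every library (824 mouse and 189 human sites), sites within 50 nt of UGCAUG, clusters with at least 2 edited reads, and the exon or intron label of the files. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, bedtools 2.31.1, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.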

Results

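C-to-U editing was measured by RNA sequencing in 15 libraries made by INSCRIBE. In this assay an antibody to an RNA-binding protein brings a fusion of the cytidine deaminase APOBEC1 and a nanobody to the RNAs that the protein binds, in fixed cells or tissue, and deaminated cytidines are then read as T. The antibody targeted RBFOX2, a splicing regulator whose known binding sequence is UGCAUG. The 9 brain libraries came from paraformaldehyde-fixed mouse brain sections: 3 with antibody and enzyme (RBFOX2-INSCRIBE), 3 with enzyme and no antibody (enzyme-only) and 3 with neither (buffer-only). The other 6 libraries were enzyme-only libraries of HEK293XT, a human embryonic kidney line, 3 from 1 ng and 3 from 100 pg of RNA. Sequenced reads per library are not given in the files used here. After the filter of the study's methods, the edited reads per library numbered 193252 to 339567 in brain and 78519 to 115196 in HEK293XT. The median number of reads covering a site was 16 to 17 in brain and 19 to 24 in HEK293XT, and 88.4% to 91.3% of brain sites rested on 1 edited read, so a single site's edit fraction is imprecise. Values are mean ± SD of n = 3 libraries per group unless stated, and tests of library measures are exact two-sided permutation tests, whose smallest p with 3 against 3 libraries is 0.1. The 9 brain slices came from at most 2 mice, so slices share animals, and nothing in the labels says that HEK293XT replicates are separate cultures. The p-values of exact tests and gene tests therefore measure the spread between these samples, which may be technical, and those of brain are too small for a statement about animals. Fisher's tests count the clusters of 1 list per group and placement tests compare a list with random positions, so their p-values hold no spread between libraries. Wilson 95% intervals and other intervals here cover counting error only, since the reads carry no molecular identifiers.

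Sites of C-to-U change that passed the filter numbered 268459 ± 21580 per RBFOX2-INSCRIBE library, 228930 ± 9634 per enzyme-only library and 179186 ± 33032 per buffer-only library. RBFOX2-INSCRIBE had 1.17 times the sites of enzyme-only and enzyme-only 1.28 times those of buffer-only, with no overlap between groups (exact p = 0.1 for each). RBFOX2-INSCRIBE and enzyme-only overlapped when sites were divided by relative depth, chosen after seeing the data (1.05, exact p = 0.5), when every listed site was counted (1.11, exact p = 0.3) and at a cover of at least 20 reads (1.14, exact p = 0.2). Enzyme-only and buffer-only overlapped with every listed site counted (1.28, exact p = 0.2). In HEK293XT, 1 ng gave 47925 ± 7167 sites and 100 pg 31051 ± 735, a ratio of 1.54 (exact p = 0.1). APOBEC1 prefers an A or U before the edited C, and that context held 64.1% ± 2.28 of RBFOX2-INSCRIBE sites, 62.2% ± 1.11 of enzyme-only sites and 52.0% ± 0.395 of buffer-only sites. No enzyme was added to the buffer-only slices. The share was 71.3% ± 0.411 at 1 ng and 59.8% ± 0.733 at 100 pg. Enzyme-only exceeded buffer-only by 1.19-fold and 1 ng exceeded 100 pg by 1.19-fold (exact p = 0.1 each), while RBFOX2-INSCRIBE and enzyme-only overlapped (1.03-fold, exact p = 0.3). Libraries of a group shared few single sites: the Jaccard overlap was 0.753% to 0.864% between RBFOX2-INSCRIBE libraries and 0.417% to 0.454% between buffer-only libraries. For the log2 of edited reads summed per gene, Pearson r across genes was 0.908 to 0.914 in RBFOX2-INSCRIBE, 0.906 to 0.912 in enzyme-only and 0.891 to 0.895 in buffer-only. It was 0.666 to 0.675 at 1 ng and 0.475 to 0.486 at 100 pg. Between RBFOX2-INSCRIBE and enzyme-only libraries r was 0.901 to 0.909, close to the values within these groups. Genes are not independent replicates, so no p is attached to these r values.

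**Figure D1:**
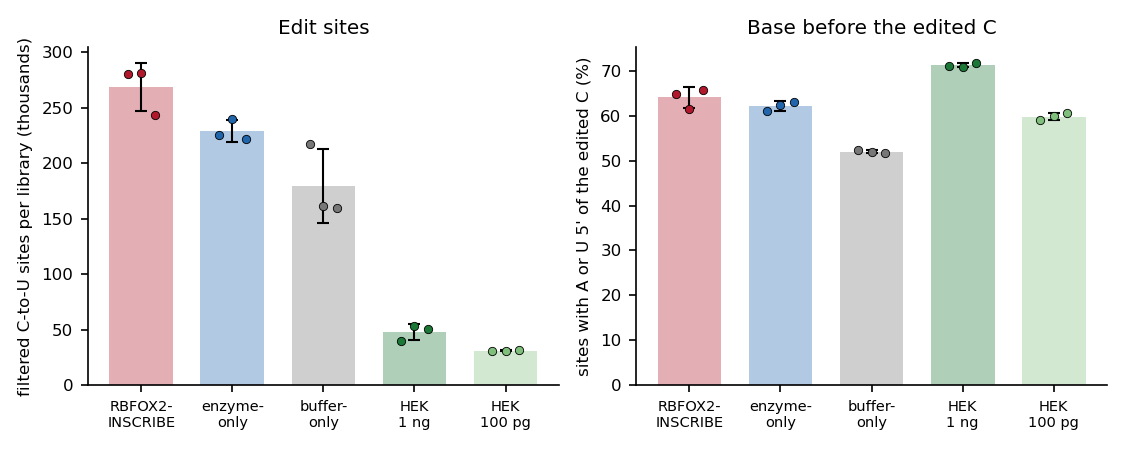
Filtered C-to-U sites per library in units of 1000 (left) and the percent of them with A or U before the C (right) in the 5 groups; bars are means with SD and points are the 3 libraries of each group. Buffer-only brain libraries have the lowest share of A or U, 52.0% against 62.2% in enzyme-only and 64.1% in RBFOX2-INSCRIBE.

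RBFOX2-INSCRIBE against enzyme-only brain slices asks which RNAs gain edits when the antibody to RBFOX2 is present. Edited reads rose most in Trim37, which encodes a ubiquitin ligase, and in Meg3, an imprinted non-coding RNA of the nucleus. Large rises also came in the lincRNA 1700020I14Rik, in Zbtb18, which encodes a repressor of transcription in developing neurons, and in Rarb, which encodes a retinoic acid receptor of striatal neurons. Chn1, whose product chimaerin acts on Rac in axon guidance, and Ppp3ca, which encodes the catalytic subunit of calcineurin, rose as well. Of 6357 genes tested with edgeR, 58 rose and 1 fell at an adjusted p under 0.05, and 57 of the 59 had no overlap between the libraries of the groups. Without regard to the test, 1023 genes (16.1%) showed no overlap, where chance gives 10%.

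In GRCm38 (mm10) coordinates, Trim37 (ENSMUSG00000018548.15, chromosome 11, 87127077 to 87220683) had 469 ± 98.0 CPM of edited reads in RBFOX2-INSCRIBE and 83.6 ± 37.6 in enzyme-only, a log2 change of 2.52 ± 0.22 (SE; adjusted p = 1.912e-13). Meg3 (ENSMUSG00000021268.17, chromosome 12, 109541001 to 109571726) had 554 against 106 CPM, a log2 change of 2.44 ± 0.21 (adjusted p = 1.912e-13). The lincRNA 1700020I14Rik (ENSMUSG00000085438.1, chromosome 2, 119594297 to 119607502) had 370.0 against 80.5 CPM (2.24 ± 0.23, adjusted p = 7.704e-11). Zbtb18 (ENSMUSG00000063659.11, chromosome 1, 177442351 to 177450764) rose by 2.22 ± 0.35 (adjusted p = 2.854e-05) and Rarb (ENSMUSG00000017491.9, chromosome 14, 16430839 to 16819156) by 1.97 ± 0.32 (adjusted p = 2.854e-05). Chn1 (ENSMUSG00000056486.18, chromosome 2, 73610660 to 73775346) rose by 1.30 ± 0.19, from 167 to 395 CPM (adjusted p = 4.985e-06). Ppp3ca (ENSMUSG00000028161.17, chromosome 3, 136670124 to 136937727) rose by 0.82 ± 0.12, from 726 to 1232 CPM (adjusted p = 4.985e-06). Rab10os, an RNA antisense to the small GTPase gene Rab10, rose by 1.897 (adjusted p = 6.442e-06). The remaining rises among the 12 largest in genes with a mean of at least 20 edited reads were in Map2k1, which encodes the kinase MEK1 (1.47), Ywhag, a 14-3-3 protein gene (1.41), Spock3, which encodes a secreted proteoglycan (1.33), Gng7, a G protein subunit gene of striatal neurons (1.33), and Dgcr8, which encodes the microRNA-processing partner of Drosha (1.27), with adjusted p between 5.012e-03 and 0.0384. In all of these genes every RBFOX2-INSCRIBE library lay above every enzyme-only library. The 1 gene that fell, chosen after its values were seen, was Surf4, a cargo receptor gene (-1.62 ± 0.42, adjusted p = 0.0319).

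**Figure D2:**
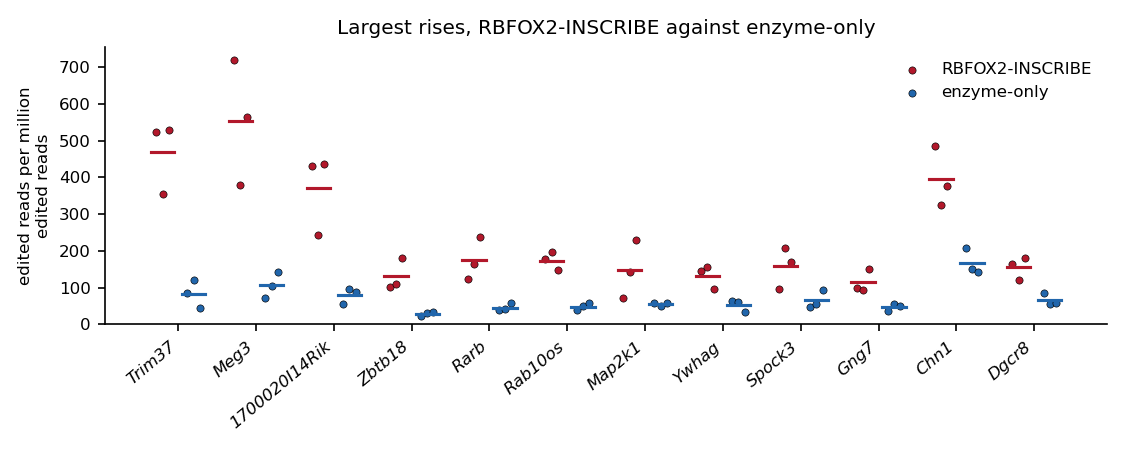
CPM of edited reads in the 12 genes with the largest called rises, among those with a mean of at least 20 edited reads, from enzyme-only to RBFOX2-INSCRIBE brain slices; points are the 3 libraries of each group and short lines are their means. In each gene all RBFOX2-INSCRIBE points lie above all enzyme-only points, as in Trim37 (469 against 83.6 on average).

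Single libraries decided some of these calls. Without enzyme-only replicate 1 the number of genes called was 26, without enzyme-only replicate 2 it was 38 and without RBFOX2-INSCRIBE replicate 3 it was 39. Map2k1 was no longer called without RBFOX2-INSCRIBE replicate 3 (adjusted p = 0.193) or enzyme-only replicate 2 (0.0551), nor Ywhag without enzyme-only replicate 3 (0.0575). Spock3 was no longer called without RBFOX2-INSCRIBE replicate 2 (0.115), enzyme-only replicate 1 (0.112) or enzyme-only replicate 2 (0.0651). Gng7 was no longer called without RBFOX2-INSCRIBE replicate 3 (0.202) or enzyme-only replicate 1 (0.266), 2 (0.0785) or 3 (0.0670), nor Dgcr8 without enzyme-only replicate 2 (0.0588). Ywhag had a log2 change of 0.10 (adjusted p = 0.714) when every listed site was counted, including those that the filter leaves out. Counting every listed site gave 162 genes, 145 higher and 17 lower, of which 50 were shared with the 59. An offset of the mean number of covering reads per listed site, chosen after seeing the data, gave 47 genes, of which 31 were shared with the 59, and ended the calls of Gng7 (adjusted p = 0.388) and Dgcr8 (0.1496). An offset of the covering reads summed over listed sites left 0 genes called by edgeR, with 170 at an unadjusted p under 0.05. That sum grows with the number of listed sites, so the offset removes part of any gain in edits by construction. Under it the log2 changes of Rarb, Gng7 and Dgcr8 turned negative (-0.19, -0.11 and -0.11). DESeq2's Wald test called 58 genes, of which 18 were shared with the 59, and it gave no adjusted p for 41 of the 59.

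Of the RBFOX genes themselves, only Rbfox1 was called. It rose by 0.32 ± 0.09, from 4973 to 5956 CPM (adjusted p = 0.0450, edgeR), although the value was -0.02 with summed covering reads as an offset. Its call ended with DESeq2's size factors (0.0501), with no filter on low counts (0.0540), with the mean covering reads as an offset (0.120), with only the compared groups in the fit (0.0779), without RBFOX2-INSCRIBE replicate 3 (0.197), or without enzyme-only replicate 1 (0.213), 2 (0.0785) or 3 (0.0581). Rbfox2 changed by 0.49 ± 0.13 (adjusted p = 0.0568) and Rbfox3, which encodes the neuronal marker NeuN, by 0.38 ± 0.12 (adjusted p = 0.128), neither of them called. Adjusted over the list alone, all 3 were called. DESeq2's Wald test passed Rbfox2 (0.0181) and Rbfox3 (0.0489), and edgeR called Rbfox2 without RBFOX2-INSCRIBE replicate 1 (0.0413) and Rbfox3 without enzyme-only replicate 2 (0.0445). The camera test of the family gave an adjusted p = 9.917e-05, and an adjusted p = 0.120 with an estimated correlation. Of 4 genes named beforehand as examples of targets, Ppp3ca and Ywhag were called, while Klc1, which encodes a kinesin light chain (0.67 ± 0.20, adjusted p = 0.0819), and Ppp3r1, the regulatory subunit gene of calcineurin (1.13 ± 0.40, adjusted p = 0.171), were not, although Klc1 was called without RBFOX2-INSCRIBE replicate 1 (0.0494). In the list of 8 example targets, 2 were called over all genes and 4 adjusted over the list alone, with a median log2 change of 0.60 and a camera adjusted p of 8.999e-08 (adjusted p = 0.0226 with an estimated correlation). The study chose that list, so its count is not independent evidence.

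Calcium signalling, genes with RBFOX-regulated exons, postsynaptic genes and voltage-gated channels were called higher as sets at camera's preset correlation, and none of them with an estimated correlation. Calcium signalling had a median log2 change of 0.34, with 4 of 32 genes called and 13 adjusted over the list alone (camera adjusted p = 5.942e-07, adjusted p = 0.0603 with an estimated correlation). The called members were Ryr3, a calcium release channel gene (0.87, adjusted p = 3.555e-04; -0.48 with summed covering reads as an offset), Calm2, which encodes calmodulin (1.43, adjusted p = 0.0313), Atp2a2, the gene of a calcium pump of the endoplasmic reticulum (0.80, adjusted p = 0.0341), and Ppp3ca. Genes with RBFOX-regulated exons had a median of 0.20, with 1 of 39 called and 12 adjusted over the list alone (camera adjusted p = 1.139e-06, adjusted p = 0.0615 with an estimated correlation). Among postsynaptic and receptor genes, 3 of 35 were called and 7 adjusted over the list alone: the scaffold genes Shank1 (0.82, adjusted p = 8.482e-04) and Shank3 (0.90, adjusted p = 2.451e-03), and Lrrc4c, which encodes a synaptic adhesion protein (0.47, adjusted p = 0.0313). Their median was 0.16 (camera adjusted p = 8.902e-05, adjusted p = 0.0745 with an estimated correlation). Voltage-gated channels had a median of 0.18, with 2 of 29 called and 5 adjusted over the list alone, among them Cacna2d3, an auxiliary calcium channel subunit gene (0.75, adjusted p = 5.578e-05; -0.01 with summed covering reads as an offset). The camera test of the channels gave an adjusted p = 1.081e-05, and an adjusted p = 0.126 with an estimated correlation. Summed covering reads as an offset ended the calls of the channels (0.158), the RBFOX family (0.567) and the oligodendrocyte markers (0.0587) as sets. Oligodendrocyte markers were lower by the camera test (adjusted p = 0.0365, adjusted p = 0.267 with an estimated correlation), with 0 of 3 called by edgeR or adjusted over the list alone, among them the myelin genes Mbp (-0.38) and Mobp (-0.38).

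Other gene lists gave no call as a set by camera. Presynaptic genes had 0 of 26 called and 2 adjusted over the list alone (median 0.12, adjusted p = 0.136), motor proteins 1 of 19 and 2 adjusted over the list alone (0.09, adjusted p = 0.328), with the dynein chain gene Dync1i2 called (1.06, adjusted p = 2.367e-03), and 14-3-3 proteins 1 of 5 and 1 adjusted over the list alone (0.15, adjusted p = 0.189), which fry called higher (adjusted p = 0.0162). With summed covering reads as an offset the presynaptic genes (0.0393) and the 14-3-3 proteins (6.081e-03) were called higher as sets. Splicing regulators had 0 of 44 called and 1 adjusted over the list alone (median 0.05, and -0.20 with summed covering reads as an offset; adjusted p = 0.405). Known APOBEC1 targets had 0 of 16 (0.15, adjusted p = 0.405), glycolysis 0 of 8 and 1 adjusted over the list alone (0.02, adjusted p = 0.559), translation factors 0 of 10 (-0.39, adjusted p = 0.189) and chaperones 0 of 4 (-0.35, adjusted p = 0.337). Nuclear long non-coding RNAs had 1 of 10, Meg3, and differed in sign between the median (-0.08), the mean (0.14) and the test (higher, adjusted p = 0.445). Neuron markers had 0 of 8 called, with 3 higher and 1 lower adjusted over the list alone (0.19, adjusted p = 0.189). Markers of excitatory neurons (0.638), inhibitory neurons (0.735), hippocampal neurons (0.768), cerebellar neurons (0.379), astrocytes (0.503), oligodendrocyte precursors (0.328), microglia (0.446) and endothelial cells (0.692) had the adjusted p in brackets, and 1 inhibitory and 1 cerebellar gene passed adjusted over the list alone. Inhibitory neuron markers had a median of -0.24 beside a mean of 0.12 and a test for higher values, and endothelial markers a median of 0.04 beside a mean of -0.03 and a test for lower values. Mitochondrial transcripts (0 of 15 tested), blood genes (0 of 5), ribosomal protein genes (1 of 89), thalamic markers (1 of 5) and choroid plexus markers (1 of 7) could not be tested as sets.

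Striatal neuron markers differed in cover between the brain groups, which bears on any gene of striatal neurons named here. Their mean number of covering reads per listed site, a stand-in for transcript level, was higher in RBFOX2-INSCRIBE than in enzyme-only by a median log2 of 0.93 over 8 genes, and 7 of the 8 had every RBFOX2-INSCRIBE library above every enzyme-only library, where chance gives 5% (exact p = 0.1). The adenosine receptor gene Adora2a changed by 1.1005, the enkephalin gene Penk by 1.01, Pde10a by 0.97 and the dopamine receptor gene Drd1 by 0.81. The list was also higher in enzyme-only than in buffer-only (median 0.52, with no overlap in 5 of the 7 with cover; exact p = 0.1). Other marker lists changed by -0.05 (neurons), -0.04 (excitatory neurons), 0.19 (inhibitory neurons), 0.05 (astrocytes), 0.10 (oligodendrocytes), 0.14 (precursors and microglia), 0.13 (endothelial cells; exact p = 0.1 for microglia and endothelial cells), 0.17 (hippocampal neurons), 0.16 (cerebellar neurons), -0.03 (thalamic neurons) and 0.03 (choroid plexus). In edited reads, Pde10a, a striatal phosphodiesterase gene, rose by 0.86 (adjusted p = 4.985e-06; -1.097 with summed covering reads as an offset), while Drd1 (-0.73) was not called. The 3 striatal markers with enough edited reads had a median of -0.40, a mean of -0.09 and a test for higher values (adjusted p = 0.379), and with summed covering reads as an offset the set was lower (adjusted p = 2.776e-14).

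**Figure D3:**
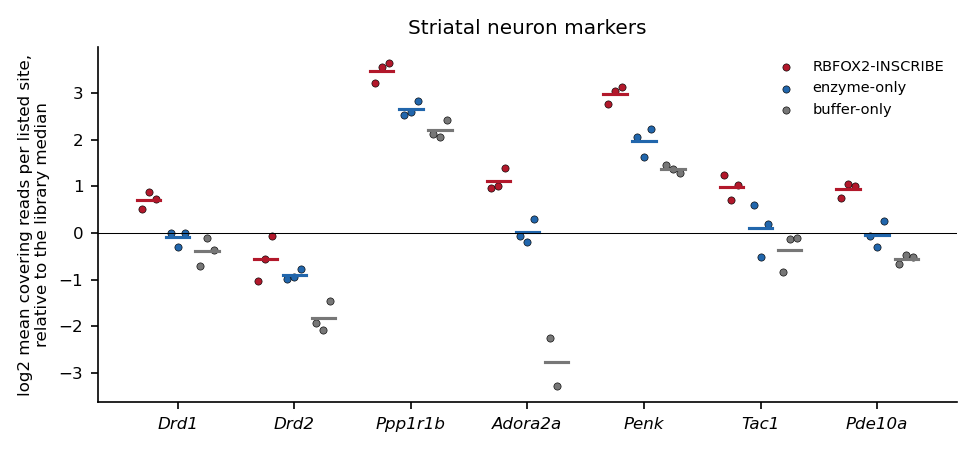
Mean covering reads per listed site of striatal neuron markers, as log2 relative to the library median, in the 9 brain libraries; each point is a library, short lines are group means, and Adora2a has 2 buffer-only points. RBFOX2-INSCRIBE lies above enzyme-only in every library for each gene shown but Drd2, as in Adora2a (a change of 1.1005).

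Edit clusters, stretches of RNA with more edits than the background model of the authors' caller allows, numbered 214608 ± 20163 per RBFOX2-INSCRIBE library, 185380 ± 7540 per enzyme-only library (ratio 1.16, exact p = 0.2) and 156385 ± 27723 per buffer-only library (enzyme-only over buffer-only 1.19, exact p = 0.3). With a score of at least 0.99 these ratios were 1.17 and 1.19, and with at least 3 edited reads 1.12 and 1.82, all with no overlap (exact p = 0.1 each). Divided by relative depth, chosen after seeing the data, the first was 1.04 (exact p = 0.5), and enzyme-only had 195286 clusters against 156197 in buffer-only (exact p = 0.1). Clusters of replicate 1 that overlapped a cluster in both other replicates numbered 5107 in RBFOX2-INSCRIBE, 4503 in enzyme-only, 2079 in buffer-only, 755 at 1 ng and 239 at 100 pg. With a score of at least 0.99 the order of enzyme-only and buffer-only turned. Rebuilt lists lose buffer-only clusters in enzyme-only (4503 before removal, 4274 after), while the buffer-only list is left whole (2079). The removal itself may therefore bring about this turn. The deposited confident lists hold 5177, 4542, 2092, 762 and 242, at the coordinates of replicate 3. After the authors' removal of background clusters, the cleaned lists hold 5031 for RBFOX2-INSCRIBE, 4401 for enzyme-only, 637 at 1 ng and 199 at 100 pg. Rebuilt with buffer-only clusters removed, the brain lists hold 4867 and 4274. Cleaning took away 16.4% of clusters at 1 ng and 17.8% at 100 pg. The paper states that buffer-only clusters were subtracted. No HEK293XT buffer-only library is among the files, so which buffer-only list was removed from these 2 lists is not known. The median confident cluster in brain held 1 edited read in replicate 3, so most of these regions rest on few reads.

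UGCAUG set RBFOX2-INSCRIBE clusters apart from those of both controls. The sequence was in 2.54% ± 0.109 of all edit clusters of a RBFOX2-INSCRIBE library, 1.60% ± 0.031 of those of enzyme-only and 1.504% ± 0.043 of those of buffer-only (exact p = 0.1 for each pair). Enzyme-only and buffer-only overlapped with clusters widened by 50 nt (ratio 1.03, exact p = 0.3). They also overlapped in sites within 50 nt of UGCAUG (1.03, exact p = 0.2). Of 3708 6-mers compared between RBFOX2-INSCRIBE and enzyme-only clusters, UGCAUG ranked 1 (ratio 1.59), and the next were GCAUGU (1.44) and GCAUGC (1.37), which overlap it. In the deposited cleaned lists of confident clusters, UGCAUG was in 418 of 5031 RBFOX2-INSCRIBE clusters (8.31%, Wilson 95% interval 7.58% to 9.10%) and in 88 of 4401 enzyme-only clusters (2.00%, 1.63% to 2.46%; Fisher's exact test, odds ratio 4.44, p = 1.295e-45). Placed 100 times at random within their own exon or intron, the RBFOX2-INSCRIBE clusters held UGCAUG in 3.03% ± 0.249 of cases and at most 3.73%, so the share was 2.74 times that of placement (permutation p = 0.0099, the smallest that 100 placements can give). The enzyme-only list stood at 1.17 times placement (permutation p = 0.099) and the buffer-only list at 0.734 times (permutation p = 0.960). Among the 180 arrangements of the same letters, UGCAUG ranked 1 in the RBFOX2-INSCRIBE list, 4 in enzyme-only and 160 in buffer-only. The TDP-43 sequence UGUGUG, a control here, stood at 1.08 times placement in RBFOX2-INSCRIBE (permutation p = 0.0693), at 1.13 times in the rebuilt list (permutation p = 0.0396), and at 0.820 times in enzyme-only and 0.782 times in buffer-only.

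**Figure D4:**
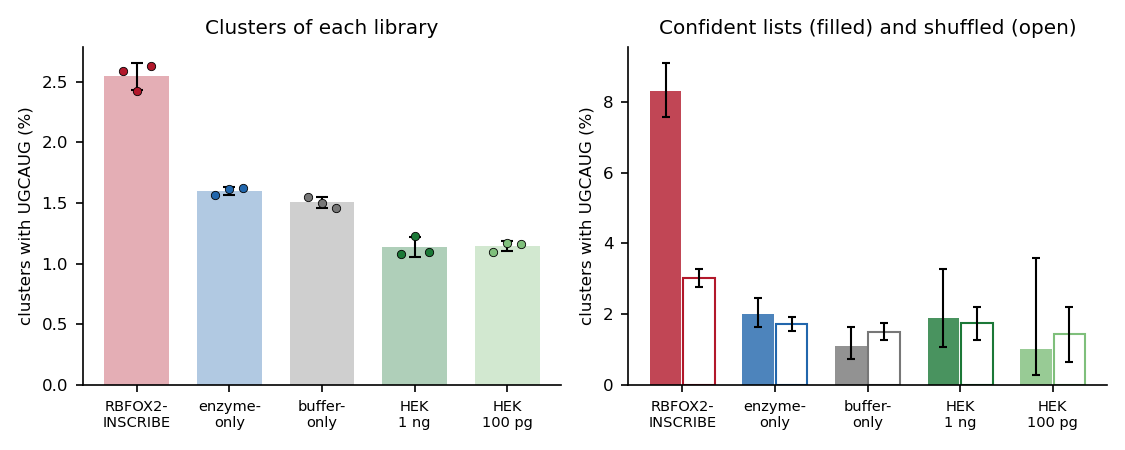
Percent of edit clusters with UGCAUG: per library in the 5 groups (left; bars are means with SD, points are libraries) and in the deposited confident lists (right; filled bars with Wilson 95% intervals) beside the same clusters placed at random in their own exon or intron (open bars, mean with SD). The RBFOX2-INSCRIBE list stands at 8.31% against 3.03% when placed at random.

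Introns and 3' UTRs carried the UGCAUG clusters. In the cleaned RBFOX2-INSCRIBE list, UGCAUG was in 252 of 2285 intronic clusters (11.03%, Wilson 9.81% to 12.4%), 109 of 1512 clusters in 3' UTRs (7.21%, 6.01% to 8.62%) and 39 of 302 in exons of non-coding RNAs (12.9%), but in 14 of 829 in coding sequence (1.69%). Over random placement, the share was 3.19-fold in introns, 2.404-fold in 3' UTRs and 1.01-fold in coding sequence (permutation p = 0.495). Of enzyme-only clusters, 1.84% in introns (21 clusters) and 3.01% in 3' UTRs (50) held it, the latter at 1.45 times placement (permutation p = 0.0099, the smallest possible). Introns made up 45.4% of the RBFOX2-INSCRIBE list and 25.9% of the enzyme-only list, while coding sequence made up 16.5% and 28.9%. Over all clusters of a library, the intronic share was 66.2% ± 3.30 in RBFOX2-INSCRIBE and 58.9% ± 1.59 in enzyme-only (exact p = 0.1), and the share in 3' UTRs 12.96% and 15.6% (exact p = 0.1). RBFOX2-INSCRIBE and enzyme-only lists shared 183 clusters (3.64%, Wilson 3.15% to 4.19%), against 121.6 ± 10.6 when placed at random (permutation p = 0.0099, the smallest possible). Before cleaning the lists shared 319 (6.16%), against 130.9 ± 10.4 at random. These placements were not held to a cluster's own exon or intron. They therefore cannot tell shared sites from shared genes with high cover.

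Edited sites near UGCAUG were more frequent with the antibody, and the excess fell with distance. Sites within 25 nt of the sequence made up 3.09% ± 0.122 of RBFOX2-INSCRIBE sites and 1.83% ± 0.057 of enzyme-only sites, a ratio of 1.68. The ratio was 1.40 at 25 to 50 nt, 1.24 at 50 to 100 nt, 1.12 at 100 to 200 nt, 1.03 at 200 to 400 nt and 0.974 at 400 to 1000 nt. Buffer-only sites stood at 0.959 to 1.01 times enzyme-only over these distances.

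**Figure D5:**
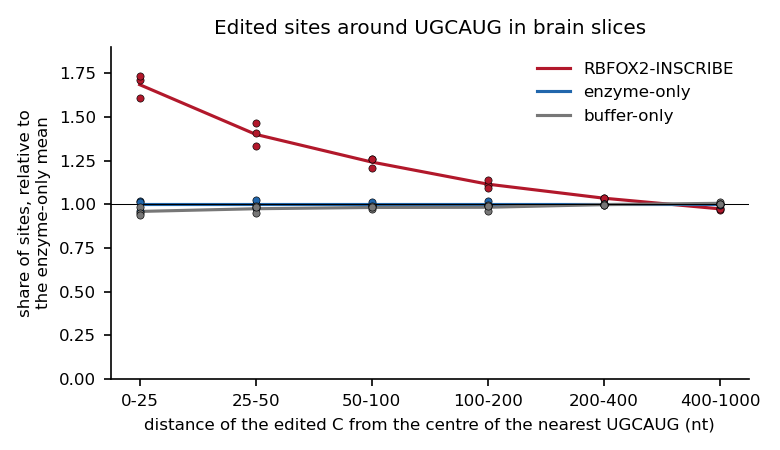
Share of filtered sites by distance to the nearest UGCAUG in nt, relative to the enzyme-only mean of the same distance bin, in the 9 brain libraries; points are libraries and lines are group means. RBFOX2-INSCRIBE stands at 1.68 within 25 nt and 1.03 at 200 to 400 nt.

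The 5 confident RBFOX2-INSCRIBE clusters with UGCAUG and the most edited reads, at most 1 per gene, lay in Sparcl1, Arpp21, Chn1, Zfand5 and Meg3. The cluster in the 3' UTR of Chn1 (chromosome 2, 73612761 to 73612805, minus strand) held 106 edited reads over the 3 RBFOX2-INSCRIBE libraries and none listed in enzyme-only or buffer-only. All lay at 1 position, 73612784, which is 3.5 nt upstream of the centre of the motif in AACUCAAGCUACUGCAUGAUUACCCCUUUU, with 3.32% of 3193 covering reads edited. Arpp21, which encodes a phosphoprotein of dopaminergic signalling in the striatum, had a cluster in a non-coding exon (chromosome 9, 112157179 to 112157658, minus strand) with 118 edited reads against 9 in enzyme-only and 8 in buffer-only, over 34 positions and 2 copies of UGCAUG. Zfand5, which encodes a regulator of the proteasome, had 62 edited reads in its 3' UTR (chromosome 19, 21281324 to 21281713, plus strand) against 11 in enzyme-only and 0 in buffer-only. Its edit fraction at listed sites was 1.58% ± 0.242 against 1.51% ± 0.149 in enzyme-only. That of the Arpp21 cluster was 2.99% ± 0.118 against 2.07% ± 0.562. Meg3 had 60 in a non-coding exon (chromosome 12, 109566711 to 109566755, plus strand) against 0 in both controls, around the motif in CACACUGCCUGGUGCAUGGUCCCUGUCAUG. Sparcl1, an astrocyte gene, had 276 edited reads in its 3' UTR (chromosome 5, 104079397 to 104079501, minus strand) against 215 in enzyme-only and 0 in buffer-only, at an edit fraction of 3.51% ± 0.516 against 3.71% ± 1.35. Ranking clusters by edited reads in RBFOX2-INSCRIBE favours an excess over the controls, so no test is given for them. A value of 0 means that no site was listed there, since the lists hold only positions with edited reads.

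Enzyme-only against buffer-only brain slices asks what the enzyme edits with no antibody to guide it. Sparcl1, which encodes a matrix protein secreted by astrocytes, rose most among genes with a mean of at least 20 edited reads, and Gja1, which encodes the astrocyte gap junction protein connexin 43, rose too. Rises also came in Rab3c, a synaptic vesicle GTPase gene, and in Fzd3, a Wnt receptor gene of axon guidance. Neuron markers were not called as a set (0 of 8 genes, camera adjusted p = 0.682). Falls came in Vps45, which encodes a protein of endosomal membrane fusion, and in Nfix, a transcription factor gene. Of 6357 genes tested, 18 rose and 24 fell, 39 of the 42 with no overlap between the groups. Over all genes 998 (15.7%) showed no overlap, where chance gives 10%.

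Sparcl1 (ENSMUSG00000029309.7, chromosome 5, 104079111 to 104113733) had 358 ± 47.6 CPM of edited reads in enzyme-only and 66.6 ± 11.5 in buffer-only, a log2 change of 2.31 ± 0.24 (adjusted p = 2.261e-10, edgeR). The X-linked ubiquitin ligase gene Rlim rose by 1.64 ± 0.33 (adjusted p = 2.909e-03), Rab3c by 1.41 ± 0.28 (adjusted p = 2.661e-03), the aminopeptidase gene Lnpep by 1.20 ± 0.22 (adjusted p = 1.348e-03), Lrrc58 by 1.06 ± 0.25 (adjusted p = 0.0287) and Fzd3 by 1.03 ± 0.25 (adjusted p = 0.0296). Vps45 changed by -0.90 ± 0.17, from 441 to 249 CPM (adjusted p = 2.606e-03), the ubiquitin ligase gene Ubr4 by -0.89 ± 0.22 (adjusted p = 0.0302), Egfem1 by -0.89 ± 0.21 (adjusted p = 0.0287) and Nfix by -0.80 ± 0.20 (adjusted p = 0.0408). Astrocyte markers rose as a set, with a median of 0.27, 2 of 9 called and 5 adjusted over the list alone (camera adjusted p = 2.114e-05, adjusted p = 0.280 with an estimated correlation). With summed covering reads as an offset the astrocyte median was -0.06 (adjusted p = 0.121). Gja1 changed by 1.94 (adjusted p = 0.0417). Postsynaptic genes were lower (median -0.17, 1 of 35 called and 3 adjusted over the list alone; camera adjusted p = 0.0103, adjusted p = 0.366 with an estimated correlation), with the scaffold gene Dlgap1 called at -0.59 (adjusted p = 1.348e-03). Voltage-gated channels (-0.19, 0 of 29 by edgeR; camera adjusted p = 0.0183, adjusted p = 0.483 with an estimated correlation), the RBFOX family (-0.27, 0 of 3, 2 adjusted over the list alone; 0.0183 and 0.366) and genes with RBFOX-regulated exons (-0.11, 0 of 39; 0.0356 and 0.366) were lower too. Beside these lists, the mean covering reads per listed site of neuron markers changed by -0.09 (4 of 10 with every buffer-only library above, exact p = 0.1), of excitatory neuron markers by -0.12 (3 of 7, exact p = 0.1), of oligodendrocyte precursor markers by 0.13 (exact p = 0.1) and of astrocyte markers by 0.02 (exact p = 0.5). The splicing regulator genes Qk (0.76, adjusted p = 2.661e-03) and Nova1 (-0.56, adjusted p = 0.0427) went opposite ways. Among nuclear non-coding RNAs, 2 of 10 fell (camera adjusted p = 0.0807), including Snhg14, the host of imprinted small nucleolar RNAs (-0.40, adjusted p = 0.0359). With summed covering reads as an offset the channels and Snhg14 turned to 0.00 and 0.13, and no list was called lower but the striatal markers (adjusted p = 7.856e-04).

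Rises and falls here are relative to the other genes. With the mean number of covering reads per listed site as an offset, chosen after seeing the data, the median of all genes moved by 0.46 and 260 genes rose with none falling, against 18 higher and 24 lower without it, a change that the shift of all genes brings about and that bears on no single gene. Counting every listed site gave 74 higher and 57 lower, and summed covering reads as an offset 1 gene in all. With every listed site counted, Ubr4 (-0.29, adjusted p = 0.202) and Nfix (-0.25, 0.290) were not called, and Egfem1 was at 0.39 with summed covering reads as an offset. Without buffer-only replicate 1 the number of genes called was 11 and the calls of Rlim (0.0730) and Lnpep (0.0679) ended. It was 23, 19 and 22 without enzyme-only replicate 1, 2 or 3, with 15, 10 and 13 higher. Without buffer-only replicate 3 it was 24, with 16 higher. Rises also outnumbered falls without buffer-only replicate 1 (7 and 4) and with no filter on low counts (23 and 12). Falls outnumbered rises without buffer-only replicate 2 (23 and 12) and by DESeq2's Wald test (26 and 7). The balance of rises and falls therefore depended on the setting. The call of Lrrc58 ended without any library but enzyme-only replicate 1 (0.0592 to 0.176), that of Fzd3 without enzyme-only replicate 1 or 3 or buffer-only replicate 1 or 2 (0.0749 to 0.1804), that of Ubr4 without enzyme-only replicate 2 or 3 or buffer-only replicate 1 or 2 (0.0679 to 0.210), that of Egfem1 without any but enzyme-only replicate 2 (0.0561 to 0.234) and that of Nfix without any of the 6 (0.0713 to 0.229). Sparcl1, Rab3c and Vps45 stayed called with each library left out.

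Regions and sequences also differed between enzyme-only and buffer-only. The share of clusters in 3' UTRs was 15.6% in enzyme-only and 11.9% in buffer-only, and that in introns 58.9% against 63.7% (exact p = 0.1 each), while coding sequence held 18.8% and 17.7% (exact p = 0.7). In the confident lists, cleaned for enzyme-only but not for buffer-only, 3' UTRs held 37.7% and 18.7%, and introns 25.9% and 40.6%. The 6-mers with the highest ratio were UACUAU (1.31), GUACUA (1.28) and GACUUA (1.27), the lowest was CCCCCC (0.826), and UGCAUG ranked 1227 of 3721 (1.06). In the same unlike lists UGCAUG was in 2.00% of enzyme-only and 23 of 2092 buffer-only clusters (1.099%, Wilson 0.734% to 1.64%). The odds ratio was 1.84 (Fisher's exact test, p = 7.728e-03). Before cleaning, UGCAUG was in 89 of 4542 enzyme-only clusters (1.96%). The pooled edit fraction of filtered sites, edited over covering reads, was 4.38% ± 0.073 in enzyme-only and 4.59% ± 0.080 in buffer-only (exact p = 0.1), and 4.49% ± 0.045 in RBFOX2-INSCRIBE. With every listed site counted the order of enzyme-only and buffer-only turned, to a ratio of 1.21, and in the confident lists the ratio of coding sequence turned to 0.959.

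RBFOX2-INSCRIBE against buffer-only, which sets the full reaction against neither antibody nor enzyme, gave 89 higher and 15 lower genes of 6357, all but 3 of them with no overlap between the groups; 1052 genes (16.5%) showed no overlap over all, where chance gives 10%. With the mean covering reads per listed site as an offset, chosen after seeing the data, the median of all genes moved by 0.55, and after that shift 990 were higher and 2 lower. The count was 40 without RBFOX2-INSCRIBE replicate 3, 50 without buffer-only replicate 2 and 69 without buffer-only replicate 1. DESeq2's Wald test called 47, all among the 104, every listed site gave 315 and summed covering reads as an offset 7. UGCAUG ranked 1 of 3695 6-mers (1.69). The confident lists, cleaned for RBFOX2-INSCRIBE but not for buffer-only, differed in it by an odds ratio of 8.15 (Fisher's exact test, p = 2.763e-39). RBFOX2-INSCRIBE had 1.498 times the sites of buffer-only and 1.37 times its clusters (exact p = 0.1 each), but the sites overlapped with every listed site counted (1.42, exact p = 0.2). Introns held 66.2% and 63.7% of clusters (exact p = 0.4), and 3' UTRs 12.96% and 11.9% (exact p = 0.5). The controls are shared between the 3 brain comparisons, so their gene lists are not independent of each other.

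HEK293XT enzyme-only libraries from 1 ng against 100 pg of RNA ask how background editing changes with input. Clusters in 3' UTRs made up 36.2% of those at 1 ng and 30.8% at 100 pg, and coding sequence 26.8% and 29.7% (exact p = 0.1 each), while introns held 27.99% and 29.9% (exact p = 0.3). The confident lists leaned further to 3' UTRs, 55.6% at 1 ng and 44.2% at 100 pg, and in them the order of introns turned, to 14.8% and 13.1%. UGCAUG was in 1.13% ± 0.084 and 1.14% ± 0.040 of all clusters (exact p = 0.8). In the cleaned lists it was in 12 of 637 clusters (1.88%, Wilson 1.08% to 3.26%) and 2 of 199 (1.01%, 0.276% to 3.59%; Fisher's exact test, odds ratio 1.89, p = 0.538), at 1.08 and 0.702 times random placement (permutation p = 0.446 and 0.822). Cluster numbers were 28758 ± 4283 and 15977 ± 665, a ratio of 1.80, and pooled edit fractions 5.16% ± 0.119 and 5.74% ± 0.037 (exact p = 0.1 each). Sites with a score above 0.9 turned the order of the edit fractions, to a ratio of 1.26 of 1 ng over 100 pg.

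Of 1943 genes tested, edgeR called 1, XIST, the long non-coding RNA of X inactivation, at a log2 change of -1.79 ± 0.22 (lower at 1 ng; adjusted p = 1.587e-03), with 188 at an unadjusted p under 0.05. Counting every listed site gave 0.25 for it (adjusted p = 0.742). DESeq2's Wald test called 81 genes, 15 higher and 66 lower at 1 ng, and summed covering reads as an offset, which moved the median of all genes by -1.08, gave 321. The count was 41 with no filter on low counts, 24 with a replicate block, 15 with the mean covering reads as an offset (chosen after seeing the data) and 4 with DESeq2's size factors, and 6, 3 or 2 without 100 pg replicate 1, 2 or 3. On simulated data edgeR recovered 0% of 2-fold and 1% of 4-fold changes at the common dispersion of these libraries (0.491). Most changes of that size were thus not detectable in such data. The low-input kit keeps no strand, so reads of a gene and of its antisense partner cannot be separated here. Of the sites counted as sense or antisense to a gene, 26.2% at 1 ng and 39.2% at 100 pg were antisense.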

Values the study reported

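The authors report that around 10% of the confident edit clusters of PFA-fixed mouse brain slices hold UGCAUG. They also report that in HEK293T cells the RBFOX2-INSCRIBE and enzyme-only curves meet at about 200 nt from UGCAUG.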

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

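All tests in this part were chosen after the results were seen. The results below came from data that the comparisons leave out: sites on the strand opposite to a gene, and positions edited in at least 80% of reads, which the filter removes.

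Shares here are of the filtered sites that were counted as sense or antisense to a gene, not of all filtered sites. In HEK293XT, 26.2% ± 0.592 of them at 1 ng and 39.2% ± 0.854 at 100 pg lay antisense. The share was 0.877% to 1.12% in the stranded brain libraries, which serve as the comparison for a kit that keeps no strand. Edited antisense transcripts are argued against, because antisense sites had A or U before the C less often than sense sites in every HEK293XT library, with a smallest difference of 11.46 percentage points (55.7% against 77.2% at 1 ng, 52.7% against 64.9% at 100 pg). Mismatches that the enzyme did not make are a candidate explanation, since the antisense shares lay within 3.67 percentage points of the buffer-only libraries (52.0%). Those buffer-only libraries are mouse brain made by another protocol, so the match could have other reasons. No other biological explanation was tested.

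Positions edited in at least 80% of reads numbered 838 per library at 1 ng and 4092 at 100 pg, against 52 to 83 per brain library, and at 100 pg they held 29.9% of all listed edited reads. Of 11594 distinct positions at 100 pg, 90.9% were private to 1 library. The base before the C was counted over 10265 private positions, which are not all of them. Variants of the cell line are argued against for these, since A or U came before the C in 80.9% (Wilson 80.2% to 81.7%). It did so in 61.1% of recurring ones, a difference of 19.84 points. For the recurring positions variants may be the source: 30.24% had a G after the C, where C-to-T variants are frequent, against 7.35% of private ones. Copies of single edited molecules from a small input may account for the private ones, whose share of A or U was 28.24 points above that of antisense sites. An earlier form of the variant test, on positions with at least 20 covering reads, found 65.7% of 318 recurring at 100 pg and 99.3% of 139 at 1 ng, and was replaced after its result was seen.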

How the results depend on the processing

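The mean covering reads per listed site, division by relative depth, sites within 50 nt of UGCAUG and clusters with at least 2 edited reads were tests chosen after seeing the data, and unless stated the cause was not tested. A replicate block kept all 55 named gene and list results and gave 65, 46 and 109 genes in brain (RBFOX2-INSCRIBE against enzyme-only, enzyme-only against buffer-only, RBFOX2-INSCRIBE against buffer-only) and 24 in HEK293XT. Deviations of libraries with the same replicate number correlated by -0.0543 to 0.0896 over 12 pairs, so the numbers gave no sign of pairing. Counting every listed site gave 162, 131, 315 and 0 genes (edgeR, with 204 at an unadjusted p under 0.05 in HEK293XT), ratios of edit fraction of 0.957, 1.21 and 1.16 in brain, all reversed, and 0.25 for XIST, reversed. A score above 0.9 reversed the edit fraction of RBFOX2-INSCRIBE over enzyme-only (0.981), enzyme-only over buffer-only (1.00) and 1 ng over 100 pg (1.26). Summed covering reads as an offset gave 0, 1, 7 and 321 genes and reversed Rarb (-0.19), Gng7 (-0.11), Dgcr8 (-0.11), Rbfox1 (-0.0236) and Egfem1 (0.39); the sum grows with the number of listed sites by construction. Mean covering reads per listed site as an offset gave 47, 260, 992 and 15 genes, after shifts of all genes by 0.09, 0.46, 0.55 and -0.21. DESeq2's Wald test gave 47 for RBFOX2-INSCRIBE against buffer-only and 81 in HEK293XT, its size factors 4 and no filter on low counts 41 in HEK293XT. With 1 library left out the genes called were 26 to 68, 11 to 35, 40 to 140 and 1 to 6. Camera with an estimated correlation called 1 list, the study example targets, against 7 for RBFOX2-INSCRIBE against enzyme-only, and 0 against 5 for enzyme-only against buffer-only. The UGCAUG ratio of 1 ng over 100 pg turned to 1.04 in clusters widened by 50 nt and in sites within 50 nt, to 1.05 with at least 2 edited reads, and lay between 0.949 and 1.02 with 1 library left out (without 1 ng replicate 1 the highest). Over random placement, enzyme-only clusters reached 1.12 when widened (permutation p = 0.0495) and 1.45 in 3' UTRs (permutation p = 0.0099), 1 ng clusters stood at 0.733 for GCAUG and widened 100 pg clusters at 1.01. In the deposited lists the ratio of coding sequence in enzyme-only over buffer-only was 0.959 and that of introns in 1 ng over 100 pg 1.13; with 1 library left out the first was 0.981 (without buffer-only replicate 1) to 1.11. Confident clusters (RBFOX2-INSCRIBE, enzyme-only, buffer-only, 1 ng, 100 pg) numbered 1667, 1461, 826, 431 and 153 with a reciprocal overlap of 50%, and 340, 97, 177, 245 and 156 with a score of at least 0.99. At that score the order of enzyme-only and buffer-only was reversed, which the removal of buffer-only clusters from enzyme-only alone may bring about. With every cluster of any buffer-only library removed, 2880 and 2320 stayed in RBFOX2-INSCRIBE and enzyme-only. With 1 replicate left out they numbered 22446 to 24274, 20230 to 21066, 11980 to 14173, 2650 to 3197 and 857 to 978, since 1 overlap fewer is asked for. Over all named results, including those given above, 130 of 174 with 1 library left out stayed on their side of the threshold. So did 22 of 29 under the mean covering reads, 26 of 55 under summed covering reads and 28 of 29 under DESeq2 size factors. The counts were 27 of 28 with only the compared groups and 26 of 29 with no filter. Depth limits single sites: 88.4% to 91.3% of brain sites rest on 1 edited read.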

Other observations

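The tests on striatal RNA and on the level of genes with low cover, the counts of reads near UGCAUG per gene and the other splits of the libraries were chosen after the results were seen.

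Edited reads gained in RBFOX2-INSCRIBE over enzyme-only lay near UGCAUG in some genes and far from it in others. Over the 58 genes that rose from enzyme-only to RBFOX2-INSCRIBE, the median share of added edited reads within 50 nt of UGCAUG was 12.9%. It was above 50% in 4 genes, chosen after their values were seen: Ranbp3l, a RAN-binding protein gene (94.7%), Ywhag (82.3%), Chn1 (62.5%) and Calm2 (52.4%). It was under 10% in 20 of the 58. CT010467.1, chosen after its values were seen, rose by 2.14 ± 0.46 in edited reads (adjusted p = 5.012e-03) and by 2.39 in mean covering reads per listed site in RBFOX2-INSCRIBE. Gm42418 (-0.51, adjusted p = 3.689e-05) and Gm26917 (-0.43, adjusted p = 1.345e-04), chosen in the same way, were lower in enzyme-only than in buffer-only, where Gm26917 had 56526 CPM of edited reads.

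Of the explanations for the 58 genes that rose, a higher level of these transcripts is argued against as the whole cause for the set. Their mean covering reads per listed site changed by a median log2 of -0.0276 (bootstrap -0.115 to 0.0039), against 0.92 in edited reads. That mean also depends on which sites are listed, so added sites at low cover would lower it at an unchanged level. Over all clusters, introns held 66.2% in RBFOX2-INSCRIBE and 58.9% in enzyme-only. Such a shift was not tested within these genes, and the limit holds for the test of striatal RNA too. A higher level is not argued against for CT010467.1 and Pde10a, whose cover rose by 2.39 and 0.97 beside 2.14 and 0.86 in edited reads. Nor can it be told apart for the 14 genes with fewer than 20 covering reads per site (median 0.0939), where cover is a blind measure. A gain spread over the gene without regard to UGCAUG is argued against too, for the 58 genes pooled. Reads within 50 nt of UGCAUG rose 3.30-fold and those farther away 1.49-fold, a quotient of 2.22. The share of the near reads was 9.87% ± 0.705 in RBFOX2-INSCRIBE and 4.71% ± 0.354 in enzyme-only with no overlap (exact p = 0.1). Of the added reads, 4.44% or less were near in Gabrg3, Dgkb, Lrrc4c, Ap2a2, Shroom2, Pde7b, Atp2a2, CT010467.1 and Slc6a17. A gain without regard to UGCAUG is not argued against for these genes, which lay below the pooled enzyme-only share. All other genes that rose lay above it, Gng7 barely so at 4.75%. No gene was set against its own enzyme-only share, so the pooled share decides for no single gene above or below it. More striatal RNA is argued against for the 44 genes with at least 20 covering reads per site, with a median of -0.058 (-0.152 to -0.0112) where the bound set from the striatal change was 0.234, except for CT010467.1, Pde10a, Gng7 (0.42) and Ranbp3l (0.27), which lie above that bound, and it stays open for the 14 genes below that cover. An earlier form on neuron markers, whose median change in edited reads was 0.19, was replaced after it was seen. Editing near RBFOX2 bound at UGCAUG may account for part of the rise, as a hypothesis, although edits farther away rose 1.49-fold in these genes and the other 6299 genes gained near UGCAUG too, by a quotient of 1.63. A reaction with an antibody that binds no RNA-binding protein, or on tissue without RBFOX2, would decide it: the gain near UGCAUG should then be absent.

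The 10 splits of the 6 libraries of a comparison into 3 and 3 are too few for a share under 0.05. The real split, the 1 split with as many genes in each comparison, called 59 genes for RBFOX2-INSCRIBE against enzyme-only (highest other split 1), 42 for enzyme-only against buffer-only (1), 104 for RBFOX2-INSCRIBE against buffer-only (2) and 1 for HEK293XT (0).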
